A study of Homo sapiens with 40 samples.

How the data were processed

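In situ Hi-C, which ligates and sequences DNA ends that lie close together in the crosslinked nucleus, was measured in macrophages derived from THP-1, an established human monocytic cell line. Per the labels, THP-1 monocytes were differentiated with 25 nM PMA for 24 h, rested for 72 h without it, and treated with 10 ng/mL lipopolysaccharide (LPS, a bacterial cell wall component) and 20 ng/mL interferon gamma. Cells were taken untreated (0 h), early after treatment (at 0.5, 1 and 1.5 h) and later (at 2, 4, 6 and 24 h) and crosslinked with 1% formaldehyde, and for each sample 2 frozen cell pellets gave separate libraries as technical replicates, per the labels. Libraries were sequenced in pairs of 150-base reads, per the labels. There were 40 libraries, 5 at each of the 8 time points. The labels number them as biological replicate 1 (libraries 1 and 2), biological replicate 2 (libraries 3 and 4) and biological replicate 3 (library 5).

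The data were 1 table deposited by the authors with 42690 chromatin loops, each a pair of anchors 10000 bp wide. Its columns of raw counts give, per the file headers, the contact count of each loop in each of the 40 libraries. Whole numbers with a different total in every library were found in them. The aligner, the counting tool, the loop caller and the genome build are not given in the sources used here. Anchors reached position 249230000 on chromosome 1 and 107290000 on chromosome 14, which is past the ends of these chromosomes in GRCh38. The gene table at hand was of GRCh38, so no gene was assigned to an anchor and the planned comparison of loops at the promoters of 2 lists of response genes was not run. Coordinates are those of the table, counted from 1. The authors' deposited adjusted p-value is given once per loop, and the column headed as unadjusted holds the same values. The authors' deposited log2 changes compare each time point with 0 h and were only compared with the values computed here. The deposited scores of the loop caller were used only to rank loops in the closing section, and the z-scores and transformed counts deposited by the authors were not used here. Other deposited columns give the class of each loop and, per the file headers, the time points at which it was called, which was read as a value above 0. The meaning of values above 1, and of a further call column that was not used here, is not given in the sources used here. How the authors chose the loops from the separate time points is not given in the sources used here.

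Library totals over the table ran from 321347 to 1167087 counts. These totals cover contacts in listed loops and are not the sequencing depth. The median count per loop and library was 10, so a single library gave a coarse value for most loops.

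Before any libraries were summed, each pair within a time point was compared by a chi-square test of its counts over loops with at least 20 counts in the pair. The index is chi-square per degree of freedom, which is 1 where only sampling noise separates 2 libraries. Libraries 2 and 3 had an index of 1.00 to 1.03, and no difference beyond the sampling noise was detected between them at 6 of the 8 time points (p of at least 0.05). They were therefore counted as 1 sample, although chi-square p was 0.000721 at 6 h and 0.000433 at 24 h. Libraries 4 and 5 had an index of 1.02 to 1.03, with p of at least 0.05 at 0 of the 8 time points. The pairs named as technical replicates in the labels had 1.06 to 1.23 for libraries 1 and 2 and 0.999 to 1.10 for libraries 3 and 4. Counts were summed into 3 replicates per time point: replicate 1 is library 1, replicate 2 is libraries 2 and 3, and replicate 3 is libraries 4 and 5. This grouping departs from the labels and from the planned sums, which followed the labels. It was chosen after the data were examined and after the counts of changed loops had been seen under both groupings, and it gave the lower counts. The counts under the labelled grouping are given beside it. Totals were 321347 to 636123 for replicate 1 and 1379139 to 2063916 for replicates 2 and 3, so replicate 1 is the least precise.

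Changed loops were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood F test on the 24 summed replicates, with TMM normalization, filterByExpr at its default settings by time point, and time point as the only term. The filter left 37338 of the 42690 loops, with 98.5% of all counts and a median of 18 counts per loop and replicate. The test for any time point has 7 degrees of freedom, and each contrast comes from the same fit. P-values were adjusted by Benjamini-Hochberg within each test, and loops below 0.05 are called. Loops called in the test for any time point are termed gained where their largest fitted change against 0 h was a rise, and lost otherwise. Standard errors of log2 fold changes were computed from the fold change and the F statistic. CPM values of the named loops are counts scaled to TMM-adjusted library totals. The share of counts in loops over 500 kb was tested over the 8 time points by a permutation test (100000 resamples) and at each time point against 0 h by an exact two-sided permutation test, whose smallest possible p is 0.1 with 3 against 3. The spans of called loops were set against 10000 random lists of the same size, matched on mean count in 20 bins. Contrasts share the 0 h libraries, so 10 simulations with no change gave the correlation and the agreement in direction that sharing alone produces. DESeq2 1.42.0 was used as an alternative tool and for likelihood-ratio models set beside the deposited p-values. Permutations and plots used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

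The pipeline was tested on simulated data, with 200 of 36656 loops changed by known folds at 24 h only. For the comparison of 24 h with 0 h, edgeR recovered 42% of the loops changed 2-fold and 13% of those changed 1.5-fold, with 1 false call among 56. Among loops with a mean of at least 20 counts these shares were 65.4% and 23.6%. In the test for any time point edgeR made 63 calls, of which 5 were false (7.94%). Many changes of this size in loops with few counts would therefore not be detected.

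Loops named in the text followed a rule fixed before the data were examined. They are the 5 largest rises and the 5 largest falls at any time point among loops called in the test for any time point, with a mean of at least 20 counts per replicate and all 3 replicates on one side of the 3 at 0 h, and of loops sharing an anchor only the one with the smallest p. The rule did not say whether a rise and a fall that share an anchor exclude each other. It was applied within the rises and within the falls, a choice made after the data were examined, and loop_4036 and loop_4031, which share an anchor, are both named for this reason. Of the 956 called loops, 752 had such a mean and 607 met the whole rule. The tests, thresholds, filters, span limit and most alternatives were also fixed before the data were examined. Those alternatives were other normalizations (DESeq2 size factors, total counts, and factors set separately in 20 bins of span), other filters, an adjusted p of 0.01, a fold change of at least 1.5, DESeq2, a replicate block with and without the span bins, 40 separate libraries, the first library of each replicate, fits of only the 2 time points compared, span limits of 250 kb and 1 Mb, removal of the top 1% of loops, and leaving out replicates. Loops listed as called at 0 h or at all 8 time points, and the DESeq2 model of 40 libraries, were added after the data were examined. The labelled grouping, with and without a block, became an alternative only then, because the planned sums had followed the labels. Matched RNA-seq, ATAC-seq and ChIP-seq data of the study were not analysed here.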

Results

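Chromatin loops were followed through the activation of THP-1-derived macrophages by LPS and interferon gamma, to ask when loops form or weaken after the stimulus. The data were contact counts of 42690 loops in 40 in situ Hi-C libraries, 5 before treatment (0 h) and 5 at each of the 7 later time points, from 0.5 h to 24 h. The median distance between the anchors of a loop was 390 kb, with a range from 30 to 8100 kb. Library totals ran from 321347 to 1167087 counts, and library 1 had the lowest total at 8 of 8 time points.

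The libraries did not group as the labels number them. Over loops with at least 20 counts in a pair, chi-square per degree of freedom was 1.00 to 1.03 between libraries 2 and 3 and 1.02 to 1.03 between libraries 4 and 5. Between the labelled technical replicates it was 1.06 to 1.23 for libraries 1 and 2 and 0.999 to 1.10 for libraries 3 and 4. Of the 15 ways to form 2 pairs from 5 libraries, the pairing of 2 with 3 and 4 with 5 had the lowest mean index at 7 of 8 time points, and the labelled pairing ranked between 4 and 15. Between libraries 2 and 3 no difference beyond the sampling noise was detected at 6 of the 8 time points, and they were counted as 1 sample. They did differ at 6 h (chi-square p = 0.000721) and at 24 h (p = 0.000433). Libraries 4 and 5 were summed although they differed by more than the noise at each time point. Each time point then had 3 replicates, with totals of 321347 to 636123 counts for replicate 1 (library 1) and 1379139 to 2063916 for replicates 2 and 3. The square root of the common dispersion between replicates was 0.0642.

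**Figure D1:**
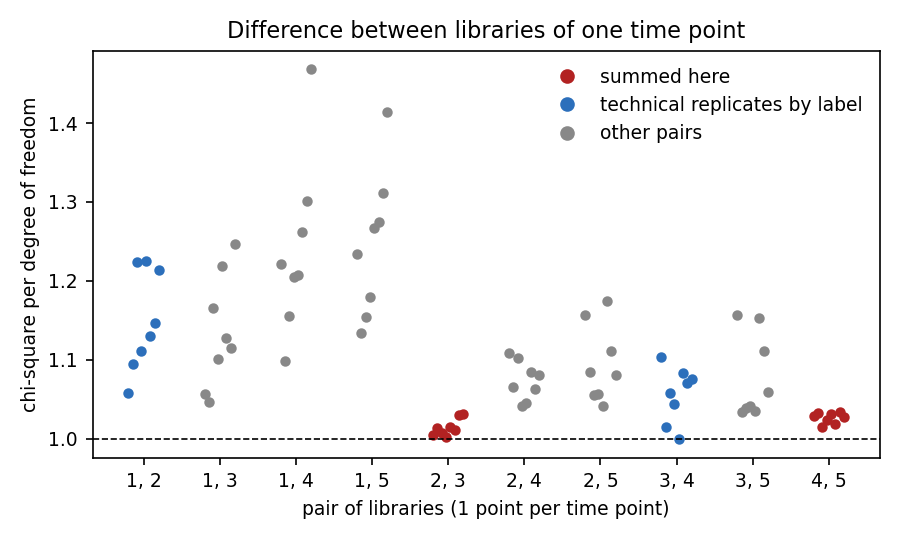
Chi-square per degree of freedom between the counts of 2 libraries of one time point (vertical axis) for each of the 10 pairs of libraries (horizontal axis), with 1 point per time point and a dashed line at 1, the level of sampling noise. Libraries 2 and 3 lie between 1.00 and 1.03 and libraries 4 and 5 between 1.02 and 1.03, while the labelled pair 1 and 2 lies between 1.06 and 1.23.

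Of the 37338 loops tested, 956 changed over the time course (edgeR quasi-likelihood test with 7 degrees of freedom, Benjamini-Hochberg adjusted p under 0.05). At the time of its largest change against 0 h, contact was higher in 408 of these loops and lower in 548, with a median absolute log2 fold change of 0.83. An unadjusted p under 0.05 was reached by 6192 loops, where 1867 would be reached by chance. The number of called loops moved with the grouping of libraries, with a replicate block and with the tool. With a replicate block 2289 loops were called, the 956 among them, and 1377 at 24 h against 0 h. The reported fit has no block, as planned, because no protocol in the labels states a model. The replicate numbers also did not meet the rule set for pairing. Deviations from the time point means correlated over 0.1 in 28 of 28 pairs for replicates 1 and 3, but in 3 of 28 for replicate 2. Replicates 1 and 3 thus each kept a difference of their own across time points, which the reported fit leaves in the spread. Sums by the labelled replicates gave 1989 loops (952 higher), of which 946 were among the 956. The labelled sums were the planned ones and became an alternative only after the data were examined. DESeq2 on the same sums gave 136 loops, a larger change in proportion than under any other normalization, filter, threshold or sum tried with all replicates, and all 136 were among the 956. Without replicate 2 at all time points 18 loops were called, without replicate 3 85, without the 24 h library sum of replicate 2 504, and without that of replicate 3 499.

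The most loops were called at 24 h. Against 0 h, 20 loops were called at 0.5 h (5 higher, 15 lower), 50 at 1 h (12 higher, 38 lower), 67 at 1.5 h (24 higher, 43 lower) and 79 at 2 h (29 higher, 50 lower). There were 105 at 4 h (30 higher, 75 lower), 152 at 6 h (62 higher, 90 lower) and 798 at 24 h (361 higher, 437 lower). Lower calls outnumbered higher ones at each of the 7 time points. At 24 h, however, the order turned under scaling by total counts only (415 higher of 814). It also turned with a mean of at least 20 counts (375 higher of 726). The same held with a replicate block and bins of span together (562 higher of 1094). Unadjusted p-values under 0.05 were reached by 2393 loops at 0.5 h, 2768 at 1 h, 3246 at 1.5 h, 3534 at 2 h, 3469 at 4 h, 3765 at 6 h and 5874 at 24 h, with 1867 expected by chance. Median absolute log2 fold changes of the called loops were 1.01 at 0.5 h, 0.97 at 6 h and 0.89 at 24 h. Under the labelled grouping the counts from 0.5 to 24 h were 42, 84, 151, 182, 234, 274 and 1281, and higher calls numbered 12, 26, 65, 83, 79, 125 and 601. Fits of only the 2 time points compared gave 21, 48, 101, 74, 68, 145 and 588, so the order between 1.5 and 4 h was not the same there. With DESeq2 the counts were 0, 8, 11, 11, 13, 22 and 103, where the 0 at 0.5 h stood beside 695 loops with an unadjusted p under 0.05, fewer than the 1867 chance would give, and 20 calls by edgeR. Single sums decided much of these counts. Leaving out replicate 2 at 0 h gave 6, 32, 44, 50, 55, 80 and 385 loops from 0.5 to 24 h, and leaving out replicate 3 at 0 h gave 6, 19, 29, 33, 30, 52 and 378. Without replicate 2 of the treated time point the counts were 1, 25, 28, 42, 25, 56 and 298, and without replicate 3 of the treated time point 3, 13, 21, 24, 35, 56 and 247. With replicate 2 left out throughout they were 0, 4, 0, 2, 4, 6 and 15, and with replicate 3 left out throughout 0, 3, 4, 12, 10, 7 and 56. In these edgeR fits the 0 counts stood beside 1391 (0.5 h, without replicate 2), 1700 (1.5 h, without replicate 2) and 1366 (0.5 h, without replicate 3) loops with an unadjusted p under 0.05, where chance would give 1659 of the 33188 loops tested without replicate 2 and 1667 of the 33349 tested without replicate 3.

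**Figure D2:**
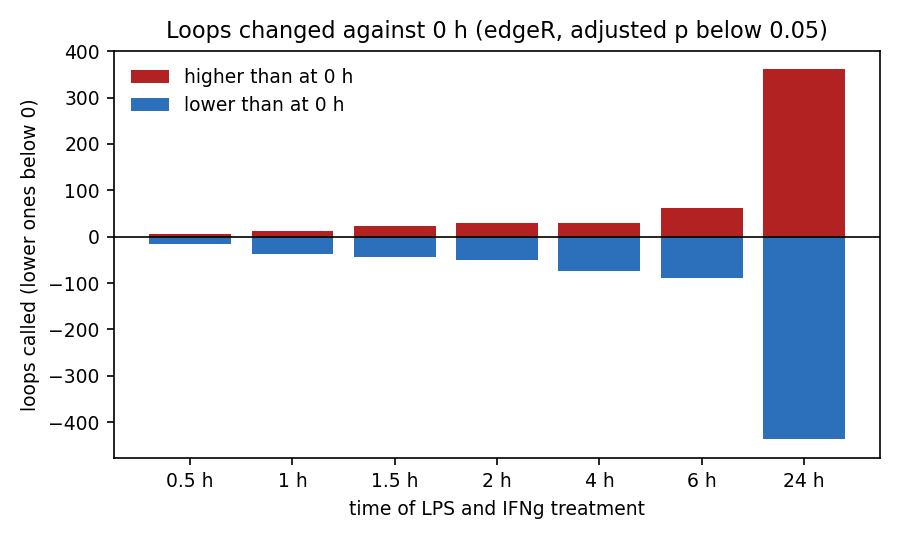
Numbers of loops called at each time point against 0 h (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with loops of higher contact drawn above 0 and loops of lower contact below 0. The 24 h bars, 361 higher and 437 lower, exceed those of the other time points, which reach at most 62 higher and 90 lower.

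Contact continued to change between 6 and 24 h. In the direct comparison of 24 h with 6 h, edgeR called 120 loops, 80 higher and 40 lower at 24 h, and 4718 had an unadjusted p under 0.05, with 1867 expected by chance. The labelled grouping gave 334 loops, 207 of them higher. DESeq2 gave 0, with 1881 loops at an unadjusted p under 0.05, about as many as by chance. With normalization in bins of span 39 loops were called, 19 higher and 20 lower, so the majority of higher calls did not hold there. Leaving out single sums at 6 h, edgeR called 32 loops without replicate 1 (19 higher), 11 without replicate 2 (5 higher) and 34 without replicate 3 (21 higher). Leaving out single sums at 24 h, it called 144 without replicate 1 (91 higher), 7 without replicate 2 (7 higher) and 8 without replicate 3 (3 higher). Without replicate 2 or replicate 3 throughout, edgeR called 0 loops, with 2275 and 2460 at an unadjusted p under 0.05, where chance would give 1659 and 1667.

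The largest change against 0 h fell at 24 h in 459 of the 956 loops (48.0%), 202 gained and 257 lost. It fell at 0.5 h in 42 loops (14 gained, 28 lost), at 1 h in 66 (29 gained, 37 lost), at 1.5 h in 75 (29 gained, 46 lost), at 2 h in 94 (38 gained, 56 lost), at 4 h in 104 (39 gained, 65 lost) and at 6 h in 116 (57 gained, 59 lost). Gained loops made up 42.7% of all, and 47.9% under the labelled grouping. Their share moved most on leaving out replicate 2 throughout, to 11.1% of 18 loops, and was 25.9% of 85 loops without replicate 3. At least 1 of the time points from 0.5 to 4 h called 205 loops. Of these, 91 were also called at 24 h, 197 had a 24 h change in the direction of their largest early change, and 71 had a 24 h change of less than 0.5 of it or of the opposite direction. These contrasts share the 0 h libraries, which gives a like direction without any change: in simulations with no change 92.8% to 96.7% of the top loops at 6 h had the same direction at 24 h. No test compared the early with the late change of single loops.

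Of the 152 loops called at 6 h, 88 were also called at 24 h (57.9%), and 88 of these 88 changed in the same direction. Of the 105 loops called at 4 h, 52 were called at 6 h, and of the 20 called at 0.5 h, 13 were called at 1 h. The loops shared with 24 h numbered 9 of those called at 0.5 h, 25 at 1 h, 34 at 1.5 h, 40 at 2 h and 65 at 4 h. These contrasts share the 0 h libraries. Across all tested loops, which are not independent replicates, log2 fold changes of pairs of contrasts correlated with Pearson's r from 0.366 to 0.592, and with r = 0.463 for 6 and 24 h. In 10 simulations with no change and the same 0 h libraries, r averaged 0.472 (range 0.447 to 0.506) and was 0.464 for 6 and 24 h. For 6 and 24 h the observed correlation was therefore no larger than sharing gave. This cannot show that 6 and 24 h have no change in common, since the simulations hold no change that differs between time points. In the data, loops over 1000 kb had median log2 fold changes of -0.14 at 6 h and 0.25 at 24 h. Other pairs of contrasts lay on both sides of the simulated range, up to 0.592 for 4 and 6 h and down to 0.366 for 0.5 and 24 h. Of the loops called at 6 h, 99.3% had the same direction at 24 h, and in the simulations 92.8% to 96.7% (mean 95%) of as many top loops at 6 h did. The simulations called 0 loops in the edgeR test for any time point and at most 1 in any contrast with 0 h. They therefore give no overlap of calls to set beside the 88. The 88 shared calls became 144 under the labelled grouping and 15 under DESeq2. They became 48 without replicate 2 at 0 h, 34 without replicate 3 at 0 h, 33 and 36 without replicates 2 and 3 at 6 h, 57 without replicate 2 at 24 h, 4 without replicate 2 throughout and 5 without replicate 3 throughout.

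Counts moved to loops of longer span at 24 h. Loops over 500 kb held 15.6% ± 0.510 (SD, n = 3) of all counts at 0 h, 16.1% ± 0.395 at 0.5 h, 15.2% ± 0.396 at 1 h, 15.03% ± 0.285 at 1.5 h, 14.9% ± 0.726 at 2 h, 15.3% ± 0.744 at 4 h, 15.2% ± 0.416 at 6 h and 17.6% ± 0.207 at 24 h. The share differed over the 8 time points (permutation p = 0.00094, 100000 resamples). The 24 h share was 2.04 percentage points above that at 0 h, with 3 of 3 replicates (17.4% to 17.8%) above all 3 at 0 h (14.97% to 15.9%), and an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allows. Exact p-values from 0.5 to 6 h were 0.3, 0.4, 0.2, 0.3, 0.7 and 0.4, and after Benjamini-Hochberg adjustment over the 7 comparisons p was 0.7 at 4 h and 0.467 at the other 6 time points, 24 h included. Over single libraries, the 24 h shares were 17.3% to 17.8% and those of the 35 libraries of other time points 14.1% to 16.5%. A span limit of 1 Mb moved the difference most, to 0.864 points (permutation p = 9e-05 over the time points), and the difference was above 0 in each alternative.

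**Figure D3:**
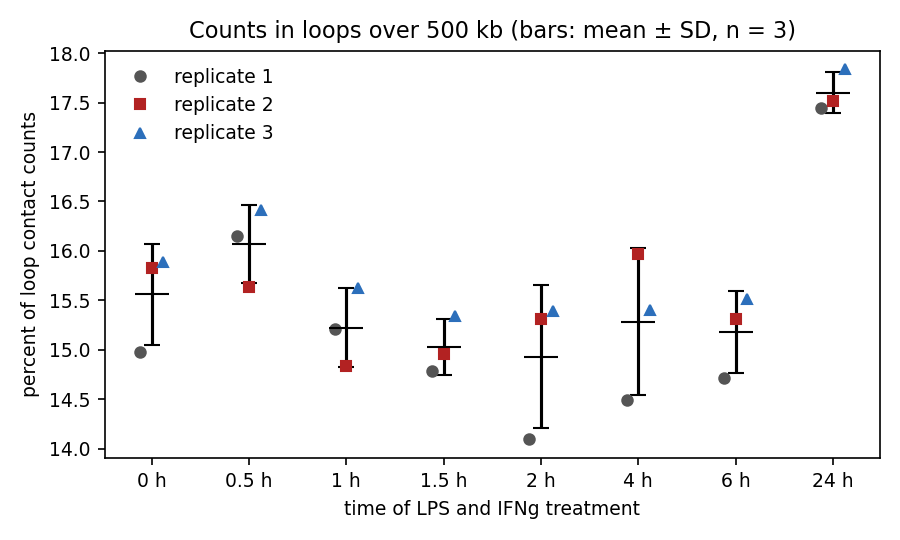
Percent of all counts in loops whose anchors lie over 500 kb apart (vertical axis) at each time point (horizontal axis), with 1 point per replicate and the mean ± SD (n = 3). The 3 replicates at 24 h lie between 17.4% and 17.8%, above the 3 at 0 h, which lie between 14.97% and 15.9%.

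Fitted changes at 24 h rose with span over all tested loops. The median log2 fold change at 24 h was -0.08 in 4863 loops up to 100 kb, -0.06 in 6683 loops of 100 to 200 kb, -0.02 in 13593 loops of 200 to 500 kb, 0.11 in 8866 loops of 500 to 1000 kb and 0.25 in 3333 loops over 1000 kb. The loops over 1000 kb had medians of -0.14 at 6 h and -0.12 at 2 h. Loops called higher at 24 h had a median span of 380 kb, at percentile 100 of 10000 random lists of like mean count, whose median was 270 kb. Loops called lower at 24 h had a median span of 180 kb, at percentile 3.01 of lists with a median of 200 kb, inside the central 95% of these lists, so a shorter span of lower loops was not established. With normalization in bins of span, which removes the trend, the medians were 220 kb (percentile 85.3) for higher and 240 kb (percentile 81.7) for lower loops, so lower loops were then not shorter than their lists. The same held with DESeq2 (140 kb, percentile 50.2), without replicate 3 at 24 h (190 kb, percentile 54.8) and without replicate 3 throughout (200 kb, percentile 81.6). It also held with a replicate block and bins of span together (230 kb, percentile 95.4). In 8 other alternatives the lower loops lay outside the central 95% on the low side. Among these were a replicate block (percentile 0.06), loops listed at 0 h (0.065) and the fit without replicate 1 at 24 h (0.25). The higher loops had 305 kb (percentile 96.9) without replicate 3 at 24 h.

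The authors' deposited table lists for each time point the loops called there, from 15209 at 0.5 h to 17485 at 24 h, with 17387 at 0 h. A loop was taken as listed at a time point where its value in the call column of that time point was above 0, and what values above 1 mean there is not given in the sources used here. Of the tested loops, 11787 were listed at both 0 and 24 h in the authors' deposited table and had a median log2 fold change of 0.02 at 24 h here, with 158 called higher and 130 called lower. Among 5126 loops listed at 0 h and not at 24 h the median was -0.26, with 3 called higher and 225 lower. Among 5204 loops listed at 24 h and not at 0 h it was 0.26, with 163 called higher and 2 lower. The 15221 loops listed at neither had a median of -0.03, with 37 called higher and 80 lower. The listing comes from the same libraries, so it is no independent measure of the change.

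The authors' deposited table gives an adjusted p below 0.05 for 675 loops, 283 of them higher and 392 lower at their largest change. Of these loops in the authors' deposited table, 671 were tested here and 635 were called here, and 321 of the 956 loops called here were not below 0.05 there. A class other than static is given to 502 loops in the authors' deposited table, of which 498 were tested and 495 called here. The authors' deposited table puts 99 loops in its class of early falls, 183 in late falls, 91 in early rises and 129 in late rises. The median span in the authors' deposited table was 610 kb for late rises and 170 to 200 kb for the other 3 classes. A DESeq2 likelihood-ratio model on the 40 libraries with terms for the 3 replicates used here, the first or second library of a replicate, and time gave adjusted p-values equal to the deposited ones for 42690 of 42690 loops within 1e-08. Of 6 models tried, the other 5 gave equal values for 39 to 47 loops, and the 2 that used labelled replicates gave 668 and 654 loops below 0.05.

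The named loops follow with their values in replicates of the summed libraries, and adjusted p-values are from the edgeR quasi-likelihood contrast at the time named (Benjamini-Hochberg). The genome build of the positions is not given in the sources used here. Among the largest rises, loop_25609 (chromosome 3, 188010001 to 188020000 with 188400001 to 188410000) went from 9.11 ± 2.51 CPM (SD, n = 3) at 0 h to 24.6 ± 1.51 CPM at 1.5 h, a log2 fold change of 1.48 (SE 0.30, adjusted p = 0.00254). Its 0 h values rest on 5, 9 and 20 counts. Its contact at 24 h varied between replicates, at 15.9 ± 9.82 CPM, and the loop was no longer called with DESeq2, with the first library of each replicate, or without replicate 2 at 0 h (log2 fold change 1.26), replicate 2 throughout or replicate 3 throughout. On chromosome 10, loop_4036 (70510001 to 70520000 with 70730001 to 70740000) went from 15.4 ± 1.90 to 39.9 ± 11.9 CPM at 2 h, a log2 fold change of 1.44 (SE 0.22, adjusted p = 6.78e-06), and stood at 0.40 at 24 h. It was not called without replicate 2 throughout (adjusted p in the test for any time point 0.0815). The peak of loop_5510 (chromosome 11, 35050001 to 35060000 with 35320001 to 35330000) came at 1 h, where contact went from 23.9 ± 4.94 to 56.4 ± 15.5 CPM, a log2 fold change of 1.43 (SE 0.19, adjusted p = 1.55e-07). At 24 h it stood at 0.41, and it was called in each of its 39 alternatives. A further rise on chromosome 10 was that of loop_3252 (3820001 to 3830000 with 3970001 to 3980000), from 13.3 ± 1.47 to 33.9 ± 3.06 CPM at 6 h, a log2 fold change of 1.39 (SE 0.24, adjusted p = 0.000105). The rise of loop_8224 (chromosome 12, 80320001 to 80330000 with 80570001 to 80580000) came at 24 h, from 15.9 ± 4.12 to 39.1 ± 10.04 CPM, a log2 fold change of 1.36 (SE 0.23, adjusted p = 2.54e-05). Both loop_3252 and loop_8224 were no longer called with DESeq2, with the first library of each replicate, or without replicate 2 or replicate 3 throughout.

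The largest fall was that of loop_34425 (chromosome 6, 160110001 to 160120000 with 160270001 to 160280000), from 46.4 ± 8.42 CPM (SD, n = 3) at 0 h to 9.81 ± 2.75 CPM at 1 h, a log2 fold change of -2.24 (SE 0.26, edgeR Benjamini-Hochberg adjusted p = 1.72e-10), with -1.23 at 24 h. On chromosome 14, loop_12283 (100760001 to 100770000 with 100840001 to 100850000) went from 57.5 ± 9.94 to 14.7 ± 3.47 CPM at 4 h, a log2 fold change of -2.14 (SE 0.22, edgeR adjusted p = 3.89e-13). On chromosome 17, loop_15208 (78160001 to 78170000 with 78330001 to 78340000) went from 25.04 ± 8.21 to 5.32 ± 0.281 CPM at 4 h, a log2 fold change of -2.01 (SE 0.34, edgeR adjusted p = 8.87e-05). The 4 h values of loop_15208 rest on 2, 8 and 10 counts, so their small SD does not show a precise value. The lowest contact of loop_19309 (chromosome 2, 163070001 to 163080000 with 163150001 to 163160000) came at 24 h, where it went from 98.2 ± 21.8 to 33.7 ± 3.76 CPM, a log2 fold change of -1.64 (SE 0.17, edgeR adjusted p = 6.09e-13). These 4 loops were called in each of their 39 or 40 alternatives. Also at its own lowest at 24 h, loop_4031 (chromosome 10, 70210001 to 70220000 with 70510001 to 70520000) went from 27.9 ± 5.0002 to 8.74 ± 0.556 CPM, a log2 fold change of -1.59 (SE 0.29, edgeR adjusted p = 0.000136), and was not called without replicate 2 or replicate 3 throughout. The 24 h values of loop_4031 rest on 3, 13 and 12 counts, so the same limit holds for their SD. Its second anchor, at 70510001 to 70520000, is the first anchor of loop_4036.

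**Figure D4:**
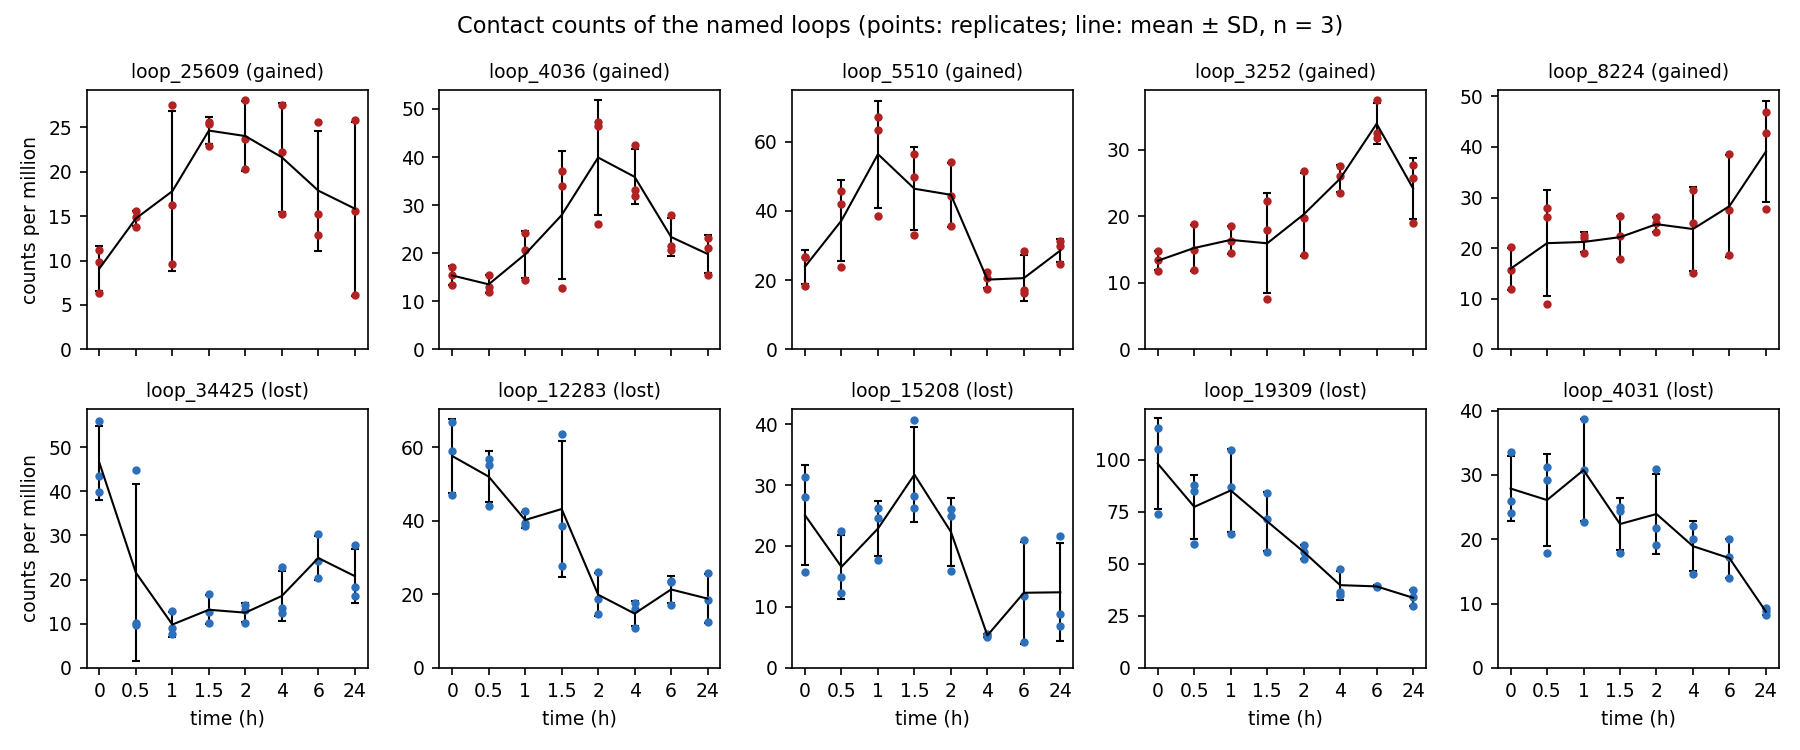
Contact (CPM, vertical axis) of the 10 named loops at each time point (horizontal axis, in h, evenly spaced), with 1 point per replicate and lines through the mean ± SD (n = 3). Contact of loop_5510 rises from 23.9 to 56.4 at 1 h and is 28.6 at 24 h, and contact of loop_34425 falls from 46.4 to 9.81 at 1 h.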

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

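The tests of these results were chosen only after the results had been seen. In each of the 8 time points the 5 libraries were compared on 3 measures (total count, share of counts in loops over 500 kb, and share of counts in the 1% of loops with the highest counts), and in 3 of the 24 comparisons 1 library stood apart by Dixon's ratio (over 0.71), where chance gives about 1 in 20.

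The total of library 1 at 1.5 h was 405348 counts, with 747077 to 824457 in the other 4 libraries (ratio 0.815), and its total at 24 h was 321347, with 672712 to 809228 in the others (ratio 0.720). Library 1 had the lowest total at 8 of 8 time points, so a lower depth of this library throughout, rather than an event at 1.5 or 24 h, is a candidate explanation. Whether it comes from sequencing, from library yield or from filtering by the authors cannot be seen in a table of counts. The labels place libraries 1 and 2 in one biological replicate, while library 1 was taken as a replicate of its own here, and no biological explanation was tested.

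The 1% of loops with the highest counts took 7.78% of the counts of library 1 at 0 h, with 7.40% to 7.44% in the other 4 libraries (ratio 0.914). Counting error alone does not account for it, since the lower limit of the exact 95% binomial interval was 7.70% (upper limit 7.85%), above the other libraries. A trait of library 1 at every time point, as a replicate prepared apart might show, would put it highest throughout. It was highest at 3 of 8 time points, and at 4 of 8 another library was higher with separate exact 95% intervals, which argues against such a trait. A difference of this library at 0 h alone stays open, as does chance among the 24 comparisons. No biological explanation was tested.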

How the results depend on the processing

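The loops listed at 0 h or at all 8 time points and the DESeq2 model of 40 libraries were chosen after the data were examined. The labelled grouping had been the planned one and became an alternative, with and without a block, after the data were examined. The other alternatives were chosen before. Over the counts, shares and spans, 336 values were taken as unchanged and 179 moved. Of the others, 8 passed their threshold newly, 3 no longer passed it and 5, all spans of lower loops at 24 h, were reversed. A count was taken as unchanged where it lay within 1.5-fold of the reported one. Other values were taken as unchanged within the spread or on the same side of their threshold. For counts these numbers compare only the size of the count, not its split into higher and lower calls. Some of the 336 could not move by construction. The excess share of counts in long loops at 24 h over 0 h is the same with permutation within replicates. It is also the same without a replicate of any other time point.

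The permutation p-values given with the alternatives are over all 8 time points and do not test the excess itself. For 24 h against 0 h the exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows. The higher share of counts in loops over 500 kb at 24 h held its direction in each alternative. Its excess over 0 h of 2.04 points was 2.42 with a limit of 250 kb (permutation p = 0.023), 0.864 with 1 Mb (p = 9e-05), 2.04 with permutation within replicates (p = 0.00107), 2.04 with the first library of each replicate (p = 0.00137), 2.09 without the top 1% of loops, 1.95 by labelled replicates (p = 0.00023), 1.64 in loops listed at 0 h, 1.23 in loops listed at all 8 time points (p = 3e-05), and 1.75 to 2.21 on leaving out replicates.

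The 956 loops changing over time were a similar number with DESeq2 size factors (966), total counts (1002), normalization in bins of span (940), no filter (1017), a mean of at least 20 counts (837), a fold change of at least 1.5 (767), loops listed at 0 h (658) and the DESeq2 model of 40 libraries (675). Similar here means within 1.5-fold. Of the 940 loops with bins of span, 757 were among the 956. The DESeq2 model of 40 libraries takes technical replicates for independent samples, and DESeq2 on the 24 summed replicates gave 136 loops.

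An adjusted p below 0.01, a stricter limit by construction, gave 410 loops at any time point, 9, 26, 36, 35, 41, 52 and 278 from 0.5 to 24 h, 19 for 24 h against 6 h, 34 shared by 6 and 24 h, and 408 of the deposited calls.

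DESeq2 gave 136 loops at any time point, 0, 8, 11, 11, 13, 22 and 103 from 0.5 to 24 h, 0 for 24 h against 6 h, 15 shared by 6 and 24 h, 136 of the deposited calls, 33.1% gained, and a median span of lower loops of 140 kb (percentile 50.2, reversed to the middle of its lists). Its 0 counts stood beside 695 loops at 0.5 h and 1881 for 24 h against 6 h with an unadjusted p under 0.05, where chance would give 1867, and edgeR called 20 and 120. On simulated data with 200 changed loops DESeq2 called 22 of them in the test for any time point, and edgeR called 58 of them with 5 false calls. The lower sensitivity of DESeq2 at this design is therefore a likely source of part of its lower counts. In the data the gap was wider in proportion, with 136 loops by DESeq2 and 956 by edgeR, which leaves other sources open.

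Treating each of the 40 libraries as a sample gave 2018 loops, 50, 90, 158, 191, 246, 283 and 1283 by time point, 353 for 24 h against 6 h, 152 shared, 49.4% gained and lower loops of 160 kb (percentile 0.6). By construction this takes technical replicates for independent ones. The first library of each replicate, with fewer counts by construction, gave 222 loops, 0, 12, 12, 22, 20, 30 and 162 by time point, 15 for 24 h against 6 h, 14 shared, 196 of the deposited calls and 35.6% gained. Its 0 at 0.5 h in edgeR stood beside 1572 loops with an unadjusted p under 0.05, where chance would give 1449 of 28981, with 0 by DESeq2 on the full sums.

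Labelled replicates gave 1989 loops, 42, 84, 151, 182, 234, 274 and 1281 by time point, 334 for 24 h against 6 h, 144 shared and 47.9% gained. Of the 1989 loops, 946 were among the 956. This grouping places libraries 2 and 3, between which no difference beyond sampling noise was detected at 6 of 8 time points, in different replicates, and libraries 4 and 5 likewise, so the spread between replicates is understated where these pairs are technical. How far this accounts for the higher counts was not tested.

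The replicate numbers did not meet the rule set for pairing. Deviations from the time point means over 6956 loops correlated with r from 0.123 to 0.315 between samples of replicate 1 and from 0.104 to 0.377 in replicate 3, and from -0.0454 to 0.182 in replicate 2, where 3 of 28 pairs were over 0.1. With the replicate block 2289 loops were called, 49, 100, 177, 196, 268, 311 and 1377 by time point, 415 for 24 h against 6 h, 161 shared, 47.4% gained, 44.8% with the largest change at 24 h and lower loops of 160 kb (percentile 0.06). With the replicate block and bins of span the counts were 1909, then 40, 106, 171, 218, 273 and 320 from 0.5 to 6 h, 188 for 24 h against 6 h, 170 shared, 47.04% gained, 43.5% at 24 h, higher loops of 210 kb (percentile 86.8) and lower loops of 230 kb (percentile 95.4, reversed). Labelled replicates with a replicate block gave 3033, then 60, 155, 264, 312, 337, 435 and 1718, with 567 for 24 h against 6 h, 229 shared, 49.4% gained, 43.7% at 24 h and lower loops of 160 kb (percentile 0.165). The 956 loops were all among the 2289 of the block. The cause of these differences was not tested.

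At 24 h the majority of lower calls was reversed with total counts (415 of 814 higher), with a mean of at least 20 counts (375 of 726) and with the replicate block and bins of span (562 of 1094). Bins of span alone gave 39 loops for 24 h against 6 h (19 higher), higher loops at 24 h of 220 kb (percentile 85.3) and lower loops of 240 kb (percentile 81.7, reversed). These bins remove the trend with span by construction. A mean of at least 20 counts gave 47.2% gained, with fewer loops tested. In loops listed at 0 h the counts from 0.5 to 6 h were 11, 30, 42, 49, 51 and 83, with 51 shared, 407 of the deposited calls, 54.4% at 24 h and lower loops of 190 kb (percentile 0.065), again with fewer loops tested. Fits of only the 2 time points compared gave 101 loops at 1.5 h, 68 at 4 h and 35 for 24 h against 6 h, and the cause was not tested.

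Leaving out replicates lowers the number of samples by construction. The spread is estimated over all time points together. Loops at any time point ranged from 18 to 1423, the share gained from 11.1% to 45.96%, the share with the largest change at 24 h from 40.7% to 53.005%, and the deposited calls also called from 18 to 645. By time point the ranges were 0 to 28 (0.5 h), 3 to 67 (1 h), 0 to 100 (1.5 h), 2 to 100 (2 h), 4 to 118 (4 h), 6 to 189 (6 h) and 15 to 929 (24 h), and 0 to 150 for 24 h against 6 h, with 4 to 101 shared by 6 and 24 h. The highest counts at each time point came without replicate 1, the least deep, and the lowest without replicate 2 or 3. In these edgeR fits 0 loops were called at 0.5 h without replicate 2 (1391 with an unadjusted p under 0.05) and without replicate 3 (1366), at 1.5 h without replicate 2 (1700), and for 24 h against 6 h without replicate 2 (2275) and replicate 3 (2460). Chance would give 1659 such loops without replicate 2 and 1667 without replicate 3, so at 0.5 h the numbers were below chance, at 1.5 h close to it and for 24 h against 6 h above it. DESeq2 was not run on these subsets. The median span of higher loops ranged from 305 kb (percentile 96.9, without replicate 3 at 24 h) to 410 kb. That of lower loops ranged from 100 to 200 kb and was reversed without replicate 3 at 24 h (190 kb, percentile 54.8) and without replicate 3 throughout (200 kb, percentile 81.6). The reported value, at percentile 3.01, lay inside the central 95% of its lists. It lay further inside without replicate 1 at 0 h (percentile 21.04), without replicate 2 at 24 h (12.3), with a mean of at least 20 counts (12.4), at an adjusted p below 0.01 (34.3) and with the first library of each replicate (33.96), and outside on the low side without replicate 3 at 0 h (0.275), replicate 2 at 2 h (2.4), replicate 1 at 24 h (0.25) or replicate 1 throughout (1.23). A shorter span of lower loops was therefore not established.

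Of the named loops, loop_5510, loop_34425, loop_12283, loop_15208 and loop_19309 stayed called in each of their 39 or 40 alternatives. The other 5 lost their call in 16 cases among DESeq2, the first library of each replicate, and fits without replicate 2 at 0 h, replicate 2 or replicate 3. None of the 10 changed direction.

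Depth limits these counts. At a median of 18 counts per loop and replicate, the simulation for 24 h against 0 h recovered 42% of 2-fold changes and 13% of 1.5-fold changes. The comparison of loops at promoters of response genes and its alternatives (anchors widened by 10 kb, replicate block, bins of span) were not run, since no annotation of the build of the table was at hand.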

Other observations

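All tests of this part were chosen only after the result was seen, except those of shared anchors and of the top 1% of loops.

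The libraries paired as 2 with 3 and 4 with 5, not as the labels number them. A difference in depth was not the cause by this test: after thinning each library to 321347 counts this pairing still had the lowest index at 7 of 8 time points. A DESeq2 model with replicates 1, 2 and 3, and 4 and 5, and the first or second library of each, gave the deposited adjusted p-values for 42690 of 42690 loops within 1e-08, while the models with labelled replicates did so for 45 and 47 loops. This suggests that the library numbers of the count columns follow another replicate structure than the labels. The p-values cannot tell it from an equivalent model with the roles of replicate and library exchanged, and the labels or the column names could be the ones that depart.

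The number of loops changing over time was larger than in regrouped samples. Of 100 random assignments of the 24 replicates to the time points, 1, the real one, gave 956 loops or more, the next gave 212 and the median of the others was 4, so chance assignment can be excluded. For single contrasts the 10 splits of 3 against 3 cannot give a share under 0.1, so these splits decide nothing on chance. In each of the 8 contrasts 1 of 10 splits, the real one, gave as many loops. The highest other counts were 4 at 0.5 h, 10 at 1 h, 11 at 1.5 h, 12 at 2 h, 13 at 4 h, 11 at 6 h, 100 at 24 h and 9 for 24 h against 6 h. At 24 h, 798 loops were called in the real split and 5874 had an unadjusted p under 0.05 where 1867 would by chance, and the 10 simulations with no change called at most 1 loop in any contrast with 0 h.

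The share of counts in loops over 500 kb was highest at 24 h (17.6% against 15.6% at 0 h). Library depth does not account for it: 28 libraries of other time points had totals inside the 24 h range, and the highest share among them was 16.5%. The entry of loops into the table because they were called at 24 h is not the whole cause, since loops listed as called at 0 h showed an excess of 1.64 points (permutation p = 0.00015). Nor were a few loops with very high counts, since the excess was 2.09 points without the top 1% (permutation p = 0.00087). A general shift of contacts to longer distance, not particular to loops, may remain. Loops over 500 kb among the 25% of loops with the weakest scores of the loop caller had a median log2 fold change of 0.058 at 24 h (2340 loops), and those among the 25% with the strongest scores had 0.20 (3548 loops). The order held at 500 to 750 kb (0.02 and 0.13), 750 to 1000 kb (0.06 and 0.27) and 1000 to 2000 kb (0.19 and 0.29) and was reversed over 2000 kb (0.25 in 25 loops and 0.10 in 312). A table of loops holds no contacts outside loops, so a general shift and a strengthening of long loops cannot be told apart. A response to 24 h of treatment stays open, and each time point has no untreated culture of the same age, so time in culture stays open as well.

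Called loops that share an anchor tended to change together. Of 228 pairs of called loops with a common anchor, 71.9% changed in the same direction, where 10000 shuffles of the directions gave a median of 50.9% and at most 64.9%. Independent changes of loops are therefore an unlikely explanation. Among all 59849 tested pairs with a common anchor 54.8% had the same direction at 24 h. Neighbouring pixels of one contact domain, or counting of the same read pairs in overlapping windows, could give such pairs as well as a regulated anchor, and these were not separated. Of the 956 loops, 663 shared no anchor with another called loop. In the named loops the anchor on chromosome 10 at 70510001 to 70520000 went the other way: loop_4036 to its right rose by 1.44 at 2 h on the log2 scale, and loop_4031 to its left fell by 1.59 at 24 h.

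Library 5 had fewer contacts on chromosome Y than the other libraries at 8 of 8 time points, with 189 to 237 CPM over the 26 loops there and 276 to 501 CPM in libraries 1 to 4, scaled here to the unadjusted library totals. The fall was local. In 9 neighbouring loops, with first anchors starting from 13200001 to 14180001 and delimited after the values were seen, the log2 ratio of library 5 to library 4 was -1.27 (95% interval -1.41 to -1.14), while in the 17 other loops of the chromosome it was -0.10 (-0.24 to 0.03), which argues against a loss of the chromosome in the cells of library 5. Ratios of library 3 to library 2 were -0.11 and 0.06. Among 41939 loops compared over all time points, 21 differed between libraries 5 and 4 by a z beyond 6, all of them lower in library 5 (log2 from -0.27 to -1.74), against 1 loop between libraries 3 and 2. Of the 21, 19 lay off chromosome Y, and 0 of the 21 were called over time by the edgeR test. Among them loop_26497 on chromosome 4 (49090001 to 49100000 with 49140001 to 49150000) had 775 counts in library 5 and 1886 in library 4, and loop_42678 on chromosome Y (13450001 to 13460000 with 13840001 to 13850000) had 244 and 736, both chosen after their values were seen. Reads from repeated sequence that were mapped or filtered otherwise in library 5 could give such a list, but no repeat annotation of the build was used, so this cannot be told apart from other differences between the libraries. By the labels library 5 alone is biological replicate 3, so a biological difference of that replicate stays open and was not tested.

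The authors' deposited table puts loop_5510 in its class of late falls, while its own largest log2 change there is a rise of 1.43 and the rise here was 1.43 at 1 h. In the authors' deposited table, 25 of the 183 loops in that class and 32 of the 129 late rises have a largest change of the opposite sign to the name of the class, with 1 of 99 early falls and 7 of 91 early rises. No test was run on how the classes were set.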
